A study of Sus scrofa with 24 samples. Its data were reported in "Prenatal Skeletal Muscle Transcriptome Analysis Reveals Novel MicroRNA-mRNA Networks Associated with Intrauterine Growth Restriction in Pigs" (2021).

How the data were processed

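Longissimus dorsi muscle of 24 F2 pig fetuses at 63 dpc was frozen, and total RNA was hybridized to the Affymetrix Porcine Snowball array, 1 array per fetus. GCOS 1.1.1 is named in the submitters' processing notes, and the study's methods give it for quality control. The authors normalized the arrays with the robust multichip average (RMA) in Expression Console and deposited 1 log2 value per probe set and fetus. RMA corrects the background, gives all arrays the same distribution of probe signals and summarizes the probes of a probe set. It therefore removes differences in overall brightness between fetuses and can shift probe sets that did not move. The deposited log2 values are not centred on genes and ran from 0.78 to 14.62. The authors also applied detection calls above background in their own work. Those calls are not used here, and the table lists dim and control probe sets too. A genome build for the array design is not given in the sources used here, so no coordinates are printed.

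The table held 47845 probe sets, of which 123 were controls. The platform annotation gave 1 gene symbol for 26426 probe sets, none had several symbols, and 21296 others were unnamed here. Symbols of 318 probe sets were updated through the synonyms of the RefSeq gene table of the assembly Sscrofa11.1, where the synonym belonged to 1 gene and no other probe set carried the new symbol. A first run had updated every symbol that was a synonym of 1 gene (446 probe sets, 9687 genes after the filter). That rule merged different genes and was replaced after its results had been seen. The change moved 1 call, the correlation among ribosomal proteins, and the earlier rule and no update at all are given as alternatives. The update left 13750 symbols, some of which can still be old. A probe set was kept when its value was above the median of all probe sets of its array in at least 80% of arrays (20 of 24). That left 21902 probe sets and 9710 genes, and each gene was represented by its probe set of highest median. The filter is no detection call. The median signal of the background controls, which match no transcript, rose from 1.84 with 3 G or C bases to 9.71 with 24, and 1282 genes (13.2%) had a median above the brightest class. Of the 156 genes chosen by the naming rule, 59 did. Values of the others, PPP3CA and IGF1 among them, can hold more unspecific signal. Such signal can narrow differences or, where it differs between arrays, widen them.

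The labels say that fetuses of high and low weight were studied but put no fetus in either group, so all 24 were left unassigned. The study lists these fetus numbers by weight group, sex and dam. Groups were taken only from the deposited labels, so that listing entered no test. It is quoted only beside the first component, EIF1AY, KDM6A and EIF2S3. Spreads and correlations over the 24 fetuses include any difference between weight groups, sexes and litters. No test between weight groups, sexes or litters was made, and the fit of weight group, sex and dam that the study's methods describe was not run. Values are given per fetus or as range, median and span (90th minus 10th percentile, log2). The microRNA arrays of the study are not analysed here.

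Gene lists, pairs and the tests on them were fixed before the data were examined, whereas the relations with control probe sets were chosen afterwards. There were 26 lists with 382 distinct symbols, of which 313 had a probe set and 272 passed the filter. They covered muscle fibres (slow fibre, fast fibre, developmental sarcomere, myogenic regulators, myoblast fusion), metabolism and growth (glycolysis, oxidative phosphorylation, sterol and fatty acid synthesis, cell cycle, IGF and imprinted growth genes, ubiquitin ligases), hypoxia and endoplasmic reticulum stress, ribosomal proteins, other cell types, X and Y linked genes and genes the study named. The 23 lists with at least 5 measured members were tested. The median span of a list, and the mean correlation of its members with the first component, were set against 10000 random lists matched on the decile of mean signal (2-sided), and the mean pairwise Pearson correlation of its members likewise (1-sided). P-values were adjusted by Benjamini-Hochberg over the lists, with a threshold of 0.05. The first principal component was taken from gene-centred values and set against 100 draws with each gene shuffled over fetuses. A list score was the mean of the members' gene-centred values. For 15 of 16 planned pairs, Pearson's r and Spearman's rho were computed over fetuses with 100000 permutations, adjusted over the 15, and r again without the 2 fetuses farthest from the median of the first measure. No measure fell into clusters, defined as a gap over 0.3 of the range with at least 4 fetuses on each side.

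Named genes were all measured genes of the study's list, up to 4 members of largest span and the 1 of smallest span in each other list, the 15 genes of largest span, and the 10 genes at either end of the first component; the text gives part of them. Alternatives were no filter, a stricter filter at the 75th percentile, the mean of all probe sets of a gene, arrays centred on their median, leaving out the array least correlated with the others (fetus 338), the full range in place of the span, genes scaled to unit variance, removal of the first component of the genes in no list, Spearman's rho, and each fetus left out in turn. The regression on the background controls with 13 or more G or C bases and the analysis without the fetuses 376 and 384, like both symbol alternatives, were added after the data were seen. The methods were tested on simulated data for the 9710 genes with 200 of them given a known change: of 10 changed lists, 10 were recovered in the span test and 10 in the correlation test, and of 200 unchanged lists 0 were called by either. Of 400 unrelated pairs, 15 had a permutation p under 0.05, and of 200 related pairs 199 did. Unchanged genes were simulated as independent with a common standard deviation, and fetuses as independent. Genes on the real arrays were correlated and differed in spread, so these rates need not hold for them. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.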

Results

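Gene expression was measured in the longissimus dorsi muscle (LDM), the long muscle of the back, of 24 F2 fetuses from a cross of German Landrace and Pietrain pigs at 63 dpc (days post conception). Each fetus had 1 Affymetrix Porcine Snowball array. The study asked how fetuses with intrauterine growth restriction (IUGR), of low weight, differ from fetuses appropriate for gestational age (AGA). The labels place none of the 24 fetuses in a weight group. The study itself lists these fetus numbers by weight group, sex and dam, but groups are taken here only from the deposited labels, so that listing entered no test. The IUGR and AGA groups were therefore not tested against each other, and the values below describe the spread over the 24 fetuses, named by their fetus numbers. By the study's methods, these were sib pairs chosen for extremes of fetal weight. The spreads and correlations therefore need not hold for unselected fetuses. The number of arrays limits the precision of every value. The median log2 signal of an array lay between 6.61 in fetus 283 and 6.73 in fetus 376. Over genes, the median correlation of an array with the others ran from 0.946 in fetus 338 to 0.980 in fetus 363, and no pair of arrays held identical values.

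Of 9710 genes that passed the filter on dim signal, the genes with the widest spread included TNMD, ACAN, COL11A1, CAPZA2 and the calcineurin gene PPP3CA. Spread is given here as the span from the 10th to the 90th percentile over the 24 fetuses, on the log2 scale. TNMD, which encodes the tendon protein tenomodulin, had a span of 1.80, or 3.49-fold, with its lowest value of 8.76 in fetus 283 and its highest of 11.40 in fetus 370. The cartilage proteoglycan gene ACAN had a span of 1.68 and the cartilage collagen gene COL11A1 a span of 1.47, both lowest in fetus 283. Spans were 1.67 for ECM2, 1.60 for the actin capping gene CAPZA2, 1.47 for PPP3CA, 1.45 for COPS2 and 1.36 for the centrosomal gene PCM1.

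The remaining genes among the 15 of largest span were CNNM3 (3.78), C3H2orf40 (1.62), GAS2 (1.47), ARVCF (1.46), the meiotic gene SPO11 (1.46), the steroid hydroxylase gene CYP21A2 (1.46) and the stress-induced factor ATF3 (1.40). For CNNM3, 3 fetuses lay near 4 on 1 of its 2 probe sets while the other probe set stayed between 8.0 and 8.40. The mean of all probe sets gave a span of 1.88 for CNNM3, 0.58 for ARVCF, 0.82 for CYP21A2 and 0.90 for ATF3. A span of at least 1, which is 2-fold, was reached by 216 genes (2.22%), and the median gene had a span of 0.42 (1.34-fold). That count was 541 with no filter, 113 with the stricter filter and 49 with the background control signal regressed out of every gene.

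**Figure D1:**
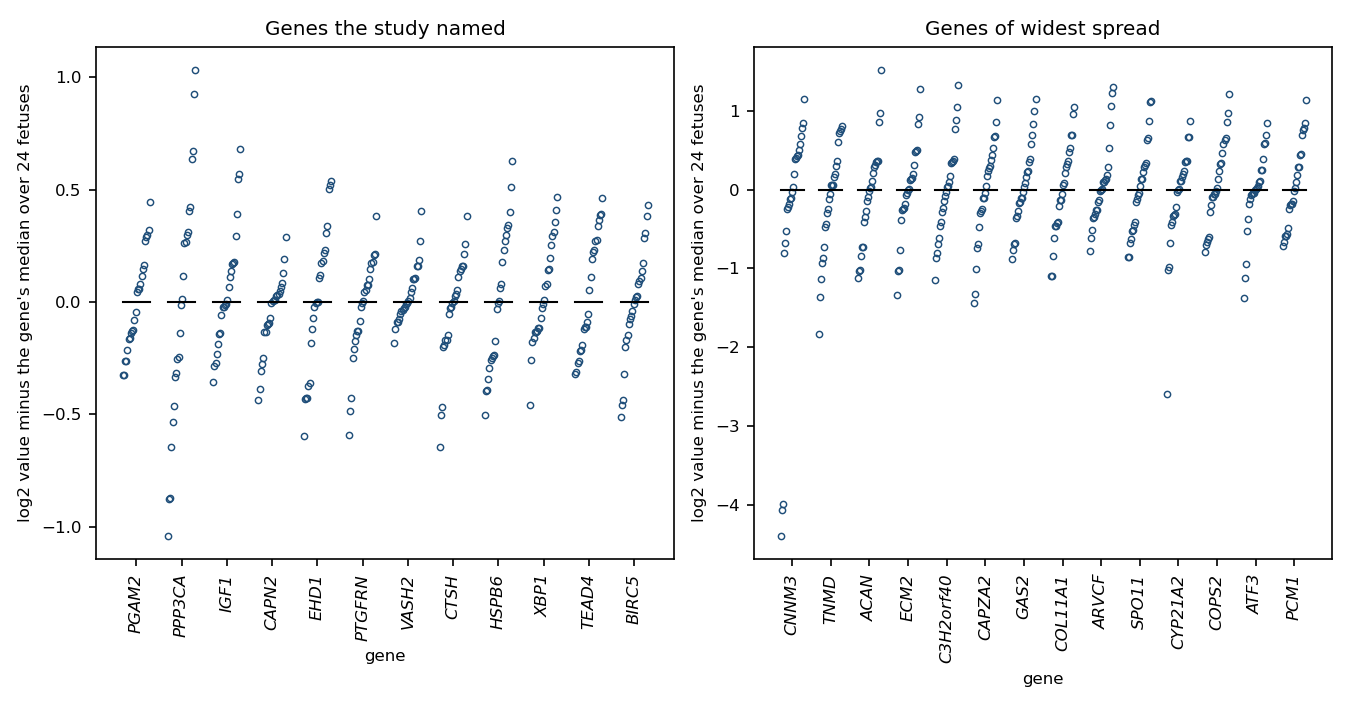
Log2 value of each of the 24 fetuses minus the gene's median (vertical axis) for genes the study named and for the remaining genes of widest spread (horizontal axis). Points are fetuses in ascending order within a gene and the black line is the median; for CNNM3, 3 fetuses lie about 4 log2 units under the others.

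Genes of tendon varied most among the gene groups fixed beforehand, and genes of the ribosome least. All 5 measured tendon genes had spans above the median gene: TNMD, the keratocan gene KERA (1.21), COL14A1 (0.85), the fibromodulin gene FMOD (0.82) and COL12A1 (0.60). The tendon genes SCX, MKX and THBS4 had no probe set that passed the filter. The median tendon span of 0.85 compared with 0.42 for random lists of the same signal level (adjusted p = 0.023, 2-sided, over 23 lists). Ribosomal protein genes had a median span of 0.33 over 23 members, 18 of them under the median gene, from RPL4 at 0.15 to RPL27 at 0.62 (adjusted p = 0.0429). Their score had no called relation with the background controls (r = 0.374, adjusted p = 0.173). The call for ribosomal proteins ended when arrays were centred (median span 0.32, adjusted p = 0.0598), without the fetuses 376 and 384 (0.33, adjusted p = 0.0943) and with the background controls regressed out (0.30, adjusted p = 0.107), although the median span was no wider in any of the 3.

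None of the 5 groups of skeletal muscle genes was called wider or narrower than random lists. The median span was 0.43 for 10 slow fibre genes (0.42 for random lists), 0.40 for 10 fast fibre genes (0.42) and 0.47 for 7 genes of the developmental sarcomere (0.43). It was 0.52 for 8 myogenic regulators (0.43) and 0.35 for 10 genes of myoblast fusion (0.43), a gap close to that of ribosomal proteins (0.33 against 0.42). Adjusted p ran from 0.196 to 0.916. Single genes were wider. The myostatin gene MSTN, a brake on muscle growth, ran from 8.11 in fetus 307 to 10.21 in fetus 338. The fast myosin gene MYH2 had a span of 0.97 and the calcium storage gene CASQ1 of 0.92, whereas MYL1 had 0.15 on its brightest probe set and 0.34 over the mean of its probe sets. Among slow fibre genes, MYOZ2 had a span of 0.55 and TNNI1 of 0.24. The acetylcholine receptor genes CHRNG (0.60) and CHRNA1 (0.56) were the widest of the developmental sarcomere group, and ACTC1 (0.29) the narrowest, with 0.37 for CHRNA1 and 0.09 for ACTC1 over the mean of probe sets. MEF2A (0.79) and MYF6 (0.56) varied more than EYA1 (0.24) on their brightest probe sets. The mean of probe sets gave 0.34 for MYF6 and 0.53 for EYA1, the opposite order. In the fusion group, CDH2 had a span of 0.62 and DOCK1 of 0.16.

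Among metabolic and growth genes, the wider groups were those of ubiquitin ligases, hypoxia response and sterol and fatty acid synthesis, but none was called after adjustment. Ubiquitin ligases had a median span of 0.55 over 15 genes (adjusted p = 0.137), led by CUL3 (0.87), XIAP (0.80) and CBLB (0.80). Hypoxia response genes had 0.55 over 15 genes (adjusted p = 0.145), led by the collagen crosslinking gene LOX (1.34), MXI1 (0.88) and P4HA1 (0.79). Sterol and fatty acid synthesis genes had 0.54 over 15 genes (adjusted p = 0.145), with the fatty acid synthase gene FASN at 1.03 and FDPS at 0.82. Glycolysis genes had 0.38 over 12 genes, with the glycogen synthase gene GYS1 at 0.66 and GAPDH at 0.14. Oxidative phosphorylation genes had 0.41 over 12 genes, with NDUFA9 at 0.70 and ATP5B at 0.27. Cell cycle genes had 0.50 over 19 genes, with TOP2A at 1.09, RRM2 at 0.89 and CCNB2 at 0.36. IGF and imprinted growth genes had 0.45 over 21 genes, with IRS2 at 1.14, GHR at 0.90, PEG3 at 0.72 and IGF2 at 0.16. The mean of probe sets gave 0.57 for IRS2. Endoplasmic reticulum stress genes had 0.40 over 12 genes, with ASNS at 0.59 and HSPA5 at 0.23.

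Markers of other tissues and cells in the LDM sample differed in their spread. Cartilage and bone genes had a median span of 0.64 over 7 genes (adjusted p = 0.122), with ACAN and COL11A1 above 1 and SOX9 at 0.25. Extracellular matrix genes had 0.54 over 16 genes (adjusted p = 0.103), with OGN at 0.85, BGN at 0.84 and SPARC at 0.18. Both groups passed the test for a wider span once the background control signal was regressed out, cartilage and bone also with no filter and with the mean of probe sets, and extracellular matrix also with the stricter filter. Adipocyte markers had 0.54 over 9 genes, with FABP4 at 1.17 and ADIPOQ at 0.77. Smooth muscle and pericyte markers had 0.51 over 8 genes, led by RGS5 at 0.73. Macrophage and leukocyte markers had 0.45 over 6 genes, led by C1QC at 0.79. Schwann cell and nerve markers had 0.39 over 7 genes, led by NGFR at 0.74, and endothelial markers 0.38 over 10 genes, led by EMCN at 0.66. None of these was called. Of the groups too small for the test, the erythroid genes ALAS2 and HBB had spans of 0.99 and 0.74 (0.38 for HBB over the mean of its probe sets), the epidermal genes TP63 and KRT15 both had 0.73, and EIF1AY, the only measured gene of the X and Y linked list, had 1.02. EIF1AY ran from 8.495 in fetus 313 to 10.27 in fetus 338 and correlated with the first component at r = -0.919. Whether its probe set reads that gene alone was not tested.

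**Figure D2:**
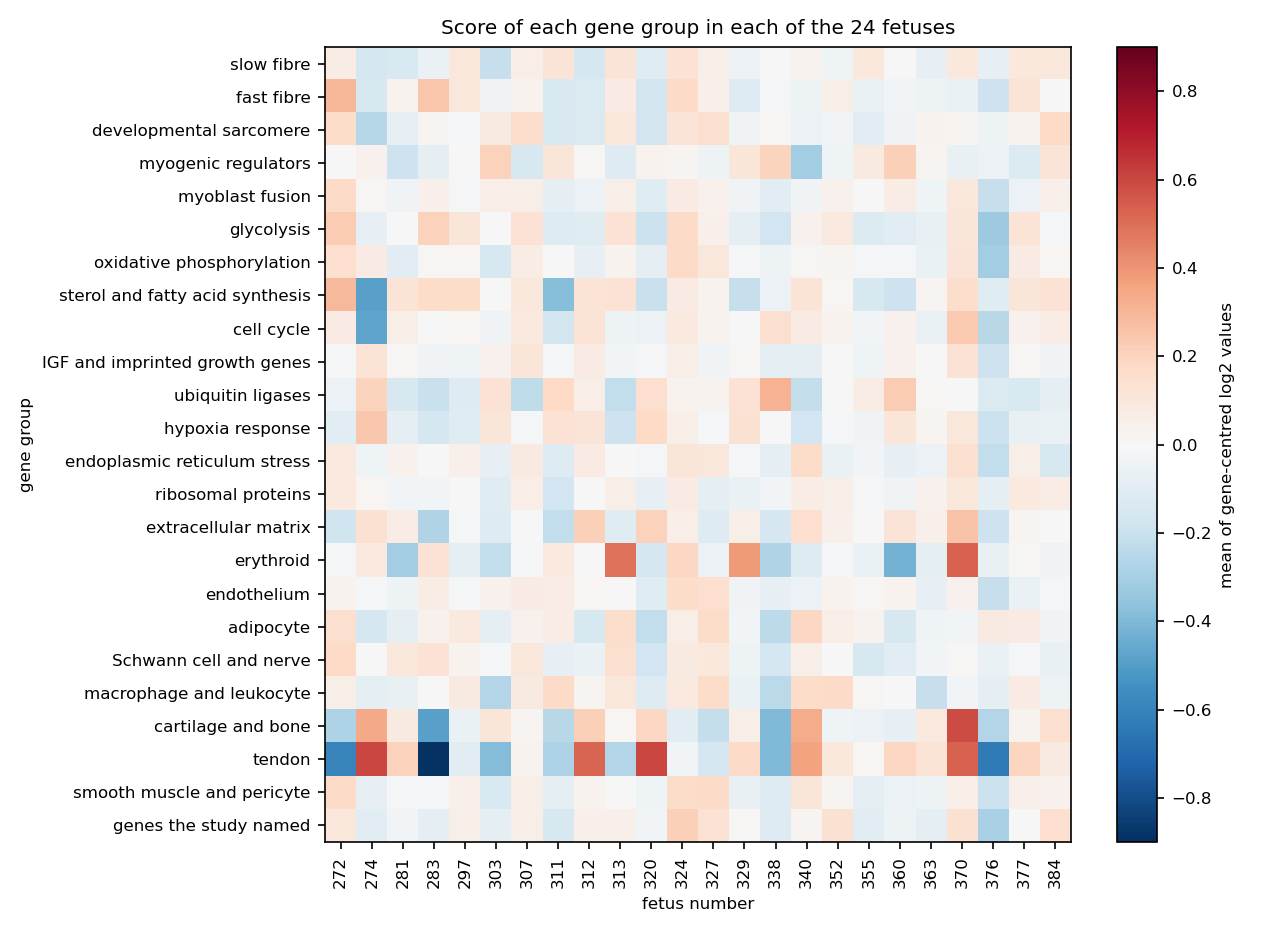
Score of each gene group (vertical axis), the mean of its members' log2 values after each gene was centred on its own mean, in each of the 24 fetuses (horizontal axis, fetus number). Red is above and blue below the mean over fetuses; tendon scores run from -0.89 in fetus 283 to 0.60 in fetus 320, and ribosomal protein scores from -0.17 to 0.10.

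Genes of 7 groups rose and fell together over the 24 fetuses more than matched random lists did. Tendon genes had a mean pairwise correlation of 0.778, against 0.0841 for random lists (1-sided adjusted p = 0.00115). Glycolysis genes followed with 0.547, sterol and fatty acid synthesis genes with 0.443 and cell cycle genes with 0.353, all at the same adjusted p. Extracellular matrix genes had 0.418 (adjusted p = 0.0023), ubiquitin ligases 0.295 (0.00728) and ribosomal proteins 0.193 (0.046). For ubiquitin ligases the call ended once the background control signal was regressed out (0.145, adjusted p = 0.129). For ribosomal proteins the call lay near the threshold and ended under both alternatives for gene symbols, a rule that was changed after a first result had been seen. With the earlier rule the adjusted p was 0.0591 and with no update 0.0542, at the same mean correlation of 0.193. The random lists differed between these runs, and the effect of the rule was not told apart from that of the draws. With no filter, 13 lists were called, the 7 named here among them. The mean correlation of tendon genes was then lower, at 0.486 (adjusted p = 0.00437).

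By this measure the fast fibre (0.240), slow fibre (0.265), developmental sarcomere (0.294), oxidative phosphorylation (0.278), endoplasmic reticulum stress (0.212) and macrophage and leukocyte (0.267) groups missed the threshold, with adjusted p between 0.0641 and 0.112. Oxidative phosphorylation genes were called with no filter, with the stricter filter, with the mean of probe sets, without fetus 338 and with the background control signal regressed out. With no filter, the endoplasmic reticulum stress, macrophage and leukocyte, adipocyte, cartilage and bone and erythroid groups were called too. The myoblast fusion (0.184), myogenic regulator (0.150), hypoxia response (0.140) and IGF and imprinted growth (0.0791) groups were not called either. Nor were the endothelial (0.160), adipocyte (0.173), Schwann cell (0.145), cartilage and bone (0.167) and smooth muscle (0.121) markers or the genes the study named (0.190). Genes are not independent replicates, and these tests describe the 24 arrays.

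Among the gene groups fixed beforehand, glycolysis and lipid synthesis genes lay opposite ubiquitin ligases on the main axis of difference between fetuses. From the same fetuses, the study reported glycolysis among the pathways of predicted microRNA targets lower in IUGR. It reported ubiquitin-mediated proteolysis among those of targets higher in IUGR. This opposition, and the pair of ubiquitin ligases with glycolysis below, are therefore not independent evidence. The first principal component held 39.7% of the variance of the 9710 genes, against at most 5.25% in 100 draws with each gene's values shuffled (p = 0.0099, the smallest the draws can give), a test that asks only whether genes are correlated. Its sign was turned so that the fast fibre group was positive. All 12 glycolysis genes correlated positively with it (mean r = 0.616, adjusted p = 0.0046, 2-sided), as did 13 of 15 sterol and fatty acid synthesis genes (0.525, adjusted p = 0.0123). Of 15 ubiquitin ligases, 12 correlated negatively (-0.483, adjusted p = 0.0115). The sterol group lost its call with the stricter filter (mean r = 0.478, adjusted p = 0.148) and with the background control signal regressed out (0.459, adjusted p = 0.218). The ubiquitin ligases lost theirs in the latter (-0.232, adjusted p = 0.0506). The other 20 lists were not called. Their adjusted p ran up to 0.99.

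The genes that followed the first component most closely lay on its negative side. ERGIC2, a gene of vesicle transport, had r = -0.989 and ran from 9.03 in fetus 313 to 10.62 in fetus 338. USP34, a deubiquitinase gene, NCKAP1, DNTTIP2, EPC2, MPDZ, BZW1, the chromatin remodelling gene SMARCA1, LRRIQ4 and VPS13C followed with r from -0.984 to -0.976. On the positive side, HECTD3, MMP15, NAPA, PHC2, the acid glucosidase gene GAA, PLXNB2, TIE1, CRAT, MKL1 and IGFBP4 had r from 0.899 to 0.889. PPP3CA (-0.943), CUL3 (-0.953), MEF2A (-0.896) and MSTN (-0.825) lay on the negative side. An r under -0.8 was found for 1050 genes and one over 0.8 for 271 genes. Scores ran from -27.5 in fetus 338 to 21.2 in fetus 313 without separate clusters.

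The component moved with the signal of the background controls, probes designed to match no transcript. All relations with control probe sets, of components and of gene groups, were chosen after the first component had been seen. Over the 24 arrays it correlated with the mean of the 39 control probe sets with 13 or more G or C bases at r = 0.767 (permutation p = 2e-05, adjusted p = 0.00024 over 12 relations) and rho = 0.747 (p = 7e-05), with r = 0.649 without the 2 farthest fetuses. With the hybridisation controls r was 0.0452 (p = 0.832) and rho 0.0496 (p = 0.82). With the 30 background controls of fewer G or C bases r was 0.555 (p = 0.00474, adjusted p = 0.0155), rho was 0.560 (p = 0.00508) and r without the 2 farthest 0.424. The hybridisation controls moved with the second component instead (r = 0.555, p = 0.00517, adjusted p = 0.0155, rho = 0.610, p = 0.00198, and 0.517 without the 2). Their relation with the fourth component (r = 0.537, p = 0.00491, adjusted p = 0.0155, rho = 0.475, p = 0.0205) fell to 0.252 without the 2 farthest, so it rested on those fetuses. The same held for the low G or C controls with the third component (r = -0.488, p = 0.0153, adjusted p = 0.0368, rho = -0.280, p = 0.184), with -0.175 without the 2. The other 7 relations were not called.

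Of the gene groups, the scores of 5 out of 24 moved with the same background signal after adjustment. Ubiquitin ligases had r = -0.794 (p = 1e-05, the smallest the permutations can give, adjusted p = 0.00024, rho = -0.789, p = 3e-05), and r = -0.716 without the 2 farthest fetuses. Hypoxia response genes had r = -0.729 (p = 5e-05, adjusted p = 0.0004, rho = -0.808, p = 1e-05) and -0.826 without the 2. Adipocyte markers had r = 0.733 (p = 5e-05, adjusted p = 0.0004, rho = 0.683, p = 0.00031) and 0.635 without the 2. Schwann cell and nerve markers had r = 0.625 (p = 0.00117, adjusted p = 0.00702, rho = 0.573, p = 0.00397) and 0.484. Myogenic regulators had r = -0.606 (p = 0.00162, adjusted p = 0.00778, rho = -0.645, p = 0.00088) and -0.524. Glycolysis (0.432), sterol and fatty acid synthesis (0.460) and tendon genes (-0.302) did not pass by r (adjusted p = 0.106, 0.0948 and 0.259). Their rho, with p not adjusted, was 0.487 (p = 0.0169) for glycolysis, 0.597 (p = 0.0027) for sterol and fatty acid synthesis, higher than that of the Schwann cell and nerve markers, and -0.263 (p = 0.214) for tendon.

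**Figure D3:**
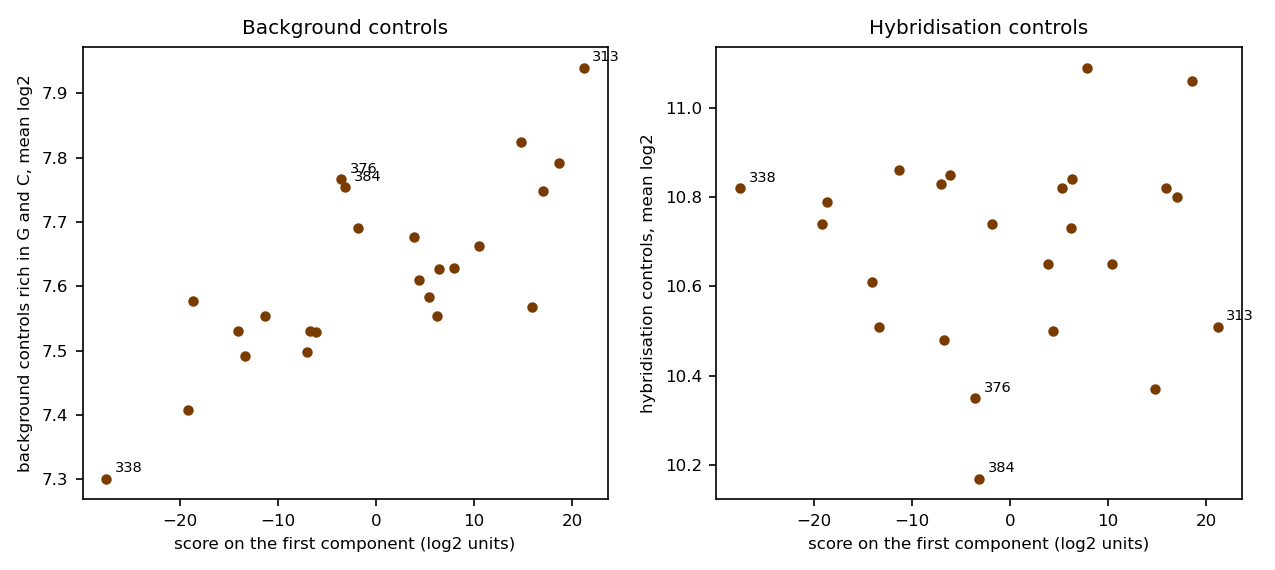
Score of each of the 24 arrays on the first component (horizontal axis, log2 units) against the mean log2 signal of the background controls rich in G and C (left) and of the hybridisation controls (right). Background signal runs from 7.30 in fetus 338 to 7.94 in fetus 313, at opposite ends of the component; numbers mark 4 fetuses.

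Fast fibre genes moved with glycolysis genes, and slow fibre genes with genes of oxidative phosphorylation, over the 24 fetuses. The crossed pairs, fast fibre with oxidative phosphorylation and slow fibre with glycolysis, were not planned or computed. A link particular to either fibre type is therefore not shown. Relations were computed for 15 pairs fixed beforehand, each with Pearson's r, Spearman's rho and 2-sided permutation p-values adjusted over the 15. Fast fibre and glycolysis scores had r = 0.856 (p = 1e-05, the smallest the permutations can give, adjusted p = 0.00015) and rho = 0.842 (p = 1e-05), with 18 of 24 fetuses on the same side of both medians and r = 0.820 without the 2 farthest fetuses. Slow fibre and oxidative phosphorylation scores had r = 0.596 (p = 0.00149, adjusted p = 0.00447) and rho = 0.624 (p = 0.00142), with 20 fetuses on the same side and r = 0.660 without the 2. Fast fibre genes also moved with the developmental sarcomere group (r = 0.639, p = 0.00071, adjusted p = 0.00266, rho = 0.687, p = 0.0003, 0.650 without the 2 farthest). That call ended when the first component of the genes in no list was removed from every gene (r = 0.457, adjusted p = 0.0617). Littermates share a dam by the study's design, and the labels do not tie fetuses to dams, so the p-values treat fetuses as independent, and the effect of litters on them was not tested. The relations pool fetuses of both weight groups and were not recomputed within a group.

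Sterol and fatty acid synthesis genes moved with glycolysis genes (r = 0.668, p = 0.0003, adjusted p = 0.00205, rho = 0.724, p = 6e-05), with 18 of 24 fetuses on the same side and r = 0.766 without the 2 farthest. Ubiquitin ligases moved against glycolysis genes (r = -0.548, p = 0.00577, adjusted p = 0.0124, rho = -0.629, p = 0.00138, -0.469 without the 2 farthest) in 18 of 24 fetuses and against ribosomal proteins (r = -0.468, p = 0.0211, adjusted p = 0.0351, rho = -0.457, p = 0.0255, -0.462 without the 2) in 16. With the first component of other genes removed, the sterol and glycolysis relation was lost (r = 0.182, adjusted p = 0.459), that of ubiquitin ligases with glycolysis turned positive (r = 0.657, adjusted p = 0.00292) and that with ribosomal proteins was 0.171 (adjusted p = 0.489). The call for ubiquitin ligases with ribosomal proteins also ended when any 1 of the fetuses 303, 307, 311, 313, 320, 329, 340 and 377 was left out (r from -0.534 to -0.411 over all fetuses left out in turn). Both relations of the ubiquitin ligases also lost their call with the background control signal regressed out (r = -0.375, adjusted p = 0.124, and r = -0.303, adjusted p = 0.185).

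IGF and imprinted growth genes moved with extracellular matrix genes (r = 0.523, p = 0.00826, adjusted p = 0.0155, rho = 0.543, p = 0.00755) in 20 of 24 fetuses, and r was 0.356 without the 2 farthest. Without fetus 370 the adjusted p was 0.051, with r = 0.439, so the call rested on that fetus. It was also lost with the mean of probe sets (r = 0.316, adjusted p = 0.132) and with arrays centred (r = 0.418, adjusted p = 0.0513).

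No other pair of groups was called. Slow and fast fibre genes had r = 0.393 (p = 0.0566, adjusted p = 0.0654, rho = 0.444, p = 0.0303, 0.352 without the 2 farthest). Fast fibre genes had r = 0.399 with cell cycle genes (p = 0.0542, adjusted p = 0.0654, rho = 0.382, p = 0.0663, 0.458 without the 2) and r = -0.394 with extracellular matrix genes (p = 0.056, adjusted p = 0.0654, rho = -0.339, p = 0.104, -0.116 without the 2). Sterol and fatty acid synthesis genes had r = 0.422 with adipocyte markers (p = 0.0395, adjusted p = 0.0592, rho = 0.389, p = 0.062, 0.473 without the 2). Glycolysis genes had r = -0.326 with hypoxia response genes (p = 0.119, adjusted p = 0.127, rho = -0.406, p = 0.0496, -0.578 without the 2).

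**Figure D4:**
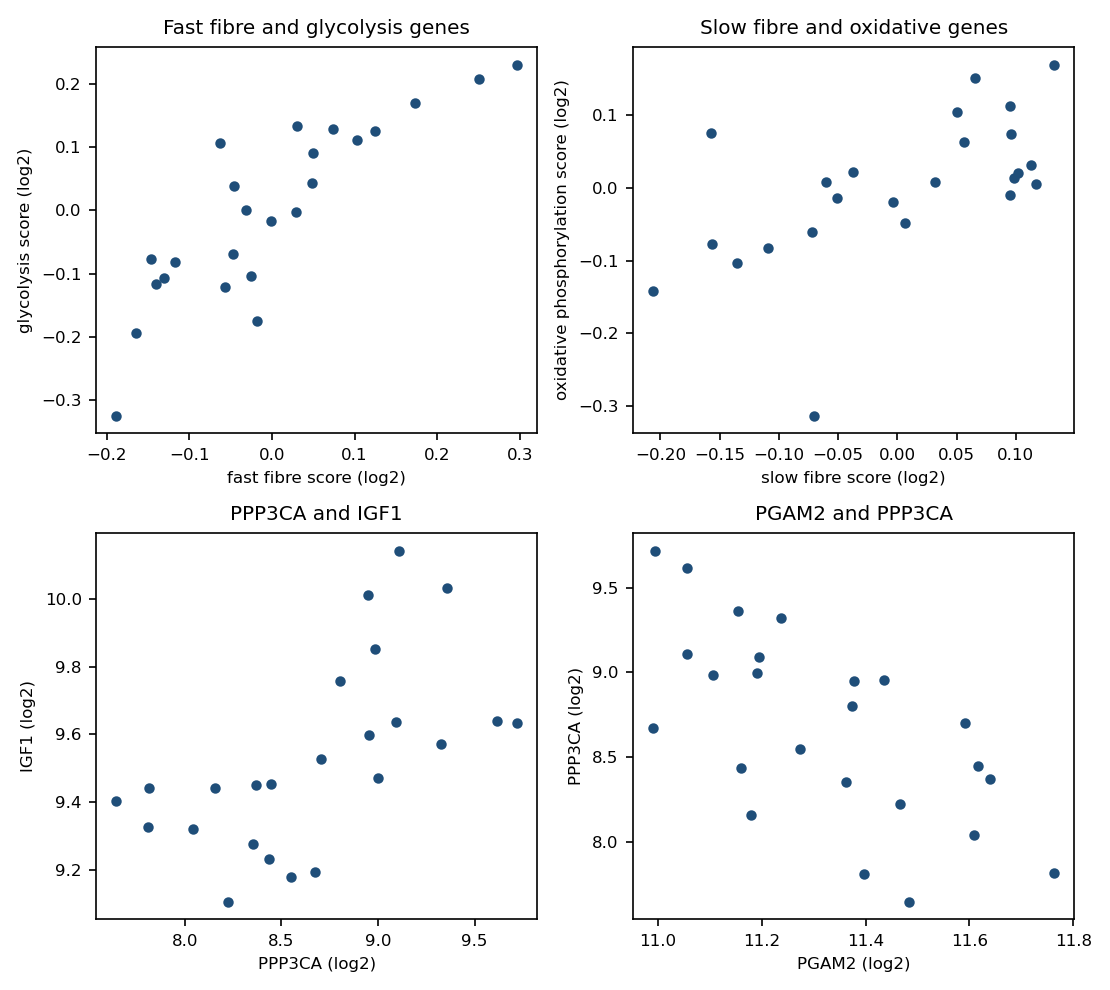
Each point is 1 of the 24 fetuses, with gene group scores (top) or log2 values of single genes (bottom) on both axes. The fast fibre and glycolysis scores rise together (r = 0.856), as do the slow fibre and oxidative phosphorylation scores (r = 0.596) and PPP3CA and IGF1 (r = 0.598), while PPP3CA is lower where PGAM2 is higher (r = -0.656).

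Of the genes the study named, PPP3CA, the catalytic subunit of the calcium-dependent phosphatase calcineurin, varied most. It ran from 7.65 in fetus 283 to 9.72 in fetus 320, with a median of 8.69. The growth factor gene IGF1 ran from 9.11 to 10.14 around a median of 9.46, and PGAM2, the muscle form of the glycolytic enzyme phosphoglycerate mutase, from 10.99 to 11.76 around 11.32. PPP3CA and IGF1 moved together (r = 0.598, p = 0.0022, adjusted p = 0.0055, rho = 0.733, p = 9e-05, 0.636 without the 2 farthest), and all 24 fetuses lay on the same side of both medians. PPP3CA moved against PGAM2 (r = -0.656, p = 0.00041, adjusted p = 0.00205, rho = -0.644, p = 0.00078, -0.647 without the 2) in 16 of 24 fetuses. The study took PPP3CA, IGF1 and PGAM2 from genes it had called different between the weight groups of the same fetuses. It reported PPP3CA and IGF1 as higher and PGAM2 as lower in IUGR. Relations among them are therefore not independent evidence, and their signs can follow from those directions. PGAM2 and IGF1 had r = -0.289 (p = 0.17, adjusted p = 0.17, rho = -0.313, p = 0.134, -0.412 without the 2), which was called only with the mean of probe sets (r = -0.550, adjusted p = 0.00922) and without the fetuses 376 and 384 (r = -0.454, adjusted p = 0.038). With the first component of other genes removed, PPP3CA had r = 0.153 with IGF1 (adjusted p = 0.509) and 0.0457 with PGAM2 (adjusted p = 0.832).

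The other genes the study named varied less. The spans were 0.88 for EHD1, 0.76 for the small heat shock gene HSPB6, 0.70 for the mitotic gene BIRC5, 0.65 for the transcription factor gene TEAD4, 0.59 for the cathepsin gene CTSH, 0.58 for PTGFRN, 0.52 for XBP1, 0.41 for the calpain gene CAPN2 and 0.27 for VASH2. For EHD1 the mean of its probe sets gave 0.45. Of the 12 measured genes of this list, 10 had spans above the median gene, with a median of 0.62 (adjusted p = 0.0429). The study chose these genes on the same fetuses, so this is not independent evidence. The call was lost with the mean of probe sets (median span 0.57, adjusted p = 0.11), with arrays centred (0.61, adjusted p = 0.0598), without the fetuses 376 and 384 (0.58, adjusted p = 0.0598) and with no gene symbol updated (0.62, adjusted p = 0.0506). The pair of PGAM2 with THRSP was not run because no probe set carried the symbol THRSP in the annotation used here.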

Values the study reported

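The study placed 12 fetuses in the IUGR group and 12 in the AGA group. It gave a mean weight of 113.60 ± 5.32 g for IUGR and 175.96 ± 4.5 g for AGA fetuses. Of 47,880 probe sets on the array, 11,288 entered its analysis after quality filtering. It reported 477 genes as lower and 3257 genes as higher in the LDM of IUGR fetuses at a false discovery rate under 0.05.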

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

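Removing the background control signal by regression, leaving out the fetuses 376 and 384, and both alternatives for gene symbols were chosen after the data were seen. That regression also removes any biological difference that moves with these controls. The first component held 28.7% to 45.2% of the variance over the alternatives run. Its p was the smallest the shuffled draws can give in each, which any set of correlated genes would reach, so it says nothing about stability. Tendon stayed wider than random lists in every alternative run for lists, and fast fibre with glycolysis (r from 0.706 to 0.880) and slow fibre with oxidative phosphorylation (0.543 to 0.680) kept direction and call in all 11 for pairs. The count of genes with a span of at least 1 was 541 with no filter, 113 with the stricter filter, 49 with the background regressed out and 1802 by the full range, which by construction exceeds the span. Lists called wider numbered 4 with no filter and with the background regressed out, and 1 with arrays centred, without the fetuses 376 and 384 and with no symbol updated. Lists called narrower numbered 0 with arrays centred, with the background regressed out and without the fetuses 376 and 384. With no filter 13 lists moved together, and with the background regressed out 1 list, glycolysis, was called on the first component. Ribosomal proteins lost their call for moving together under both symbol alternatives (adjusted p = 0.0591 and 0.0542). Removing the first component of other genes turned the sign for glycolysis with hypoxia response (0.487), sterol and fatty acid synthesis with adipocyte (-0.250), ubiquitin ligases with glycolysis (0.657) and with ribosomal proteins (0.171), and PGAM2 with IGF1 (0.226) and with PPP3CA (0.0457), and ended the calls for fast fibre with developmental sarcomere (0.457), sterol and fatty acid synthesis with glycolysis (0.182) and PPP3CA with IGF1 (0.153). With the mean of probe sets, ubiquitin ligases with ribosomal proteins (-0.387) and IGF and imprinted growth genes with extracellular matrix (0.316) lost their call and PGAM2 with IGF1 (-0.550) gained one. Centring arrays brought a call for glycolysis with hypoxia response (-0.521), fast fibre with extracellular matrix (-0.495) and sterol and fatty acid synthesis with adipocyte (0.440), and ended that for IGF and imprinted growth genes with extracellular matrix (0.418). With the background regressed out, fast fibre with cell cycle was called (0.472), and ubiquitin ligases with glycolysis (-0.375) and with ribosomal proteins (-0.303) were not. Without the fetuses 376 and 384, calls appeared for glycolysis with hypoxia response (-0.609), fast fibre with extracellular matrix (-0.526), sterol and fatty acid synthesis with adipocyte (0.461) and PGAM2 with IGF1 (-0.454). Sterol and fatty acid synthesis with adipocyte was also called with no symbol updated (0.452) and had no value under the stricter filter, which left too few adipocyte genes. Spearman's rho called slow with fast fibre (0.444). With each fetus left out in turn, r ran from 0.341 to 0.497 for slow with fast fibre (called without 283 or 311), from -0.597 to -0.256 for glycolysis with hypoxia response (called without 376), from 0.317 to 0.468 for fast fibre with cell cycle (called without 312 or 370), from -0.526 to -0.268 for fast fibre with extracellular matrix (called without 311 or 376), from 0.224 to 0.449 for sterol and fatty acid synthesis with adipocyte (called without 376), from -0.534 to -0.411 for ubiquitin ligases with ribosomal proteins (not called without 303, 307, 311, 313, 320, 329, 340 or 377) and from 0.439 to 0.616 for IGF and imprinted growth genes with extracellular matrix (not called without 370). The other 8 pairs kept direction and call. Of the 156 named genes, 40 had a span that moved by more than its resampling spread with the mean of probe sets and 2 with arrays centred. The cause was not tested for any of these changes. Signal over background limits dim genes, since 1282 of 9710 genes had a median above the brightest background class.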

Other observations

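The relations of the first component with the control probe sets and the test of CNNM3 were chosen only after those results had been seen. Tendon and cartilage markers had the widest scores over the fetuses. The tendon score, the mean of 5 gene-centred log2 values, ran from -0.89 in fetus 283 to 0.60 in fetus 320, and the cartilage and bone score from -0.49 in fetus 283 to 0.58 in fetus 370. Fetus 283 also had the lowest KERA (9.97) and COL2A1 (8.76), and fetus 370 the highest COL2A1 (10.01). The erythroid score, from 4 genes, ran from -0.42 in fetus 360 to 0.53 in fetus 370, with ALAS2 at 7.21 and 9.08 in these fetuses.

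The first component set ERGIC2, USP34 and CUL3 against GYS1 (r = 0.743), PGAM2 (0.711) and other glycolysis genes, with GAPDH weaker at 0.473. It held 39.7% of the variance. The bacterial control transcripts, taken as a measure of the hybridisation strength of the array, had r = 0.0452 with it. Their values were taken after RMA, which removes differences in overall brightness, so they cannot decide on that explanation. A rank shift of unmoved probe sets by the normalization would move the background controls as much as equally bright probe sets. The median slope of these controls, 0.104 log2 per standard deviation, lay above all 10000 matched draws (median 0.030, highest 0.092). The draws took probe sets independently and matched them only on brightness, whereas the controls can move as a group. They can therefore be too narrow, and the test cannot decide on a rank shift. Signal of probes that match no pig transcript moved with the component (r = 0.767), so a difference in unspecific hybridization between arrays may contribute to it. With that signal regressed out, the first component of what remained held 28.7%, and the mean r with it was 0.646 for glycolysis (adjusted p = 0.0092, against 0.616 before), 0.459 for sterol and fatty acid synthesis (no longer called, against 0.525) and -0.232 for ubiquitin ligases (no longer called, against -0.483). The component after regression is a different axis, and the regression removes only what the mean of these controls captures. The regression also removes any biological difference between fetuses that moves with these controls. It therefore cannot tell whether unspecific signal places the glycolysis genes on the leading component. By the study's listing, all AGA fetuses scored -1.86 (fetus 363) or higher on the component. All IUGR fetuses except fetus 281 (7.92) scored -3.13 (fetus 384) or lower. The listed weight groups therefore lay apart on it except for fetus 281. This was read from the scores afterwards, and no biological explanation was tested. What weight, sex, litter and unspecific signal each contribute stays open, because the background signal moved along the same axis.

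Fetus 384 had 53 genes more than 0.5 log2 outside all other fetuses, 51 of them low, against 16 genes in fetus 338 and 13 in fetus 283. PSMG1 was 7.89 against 9.09 to 9.73 in the others, BAG5 6.96 against 7.90 to 8.83, SFXN4 7.98 against 8.91 to 9.42 and EIF4G3 10.02 against 10.88 to 11.35, while FLOT1 was high at 11.20 against 9.79 to 10.45. Among the 100 genes that deviated most on their brightest probe set, a second probe set of the same gene followed by a median share of -0.0519, with 38 on the same side, against 0.167 to 0.703 in the other 23 fetuses. A fault at single probe sets of this array is therefore a candidate explanation. No biological explanation was tested.

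CNNM3 was 3.90 to 4.30 on its brighter probe set in the fetuses 307, 311 and 320 and 7.49 to 9.43 in the other 21. Its other probe set had 8.16 as the lowest value in these 3 fetuses, within the 8.0 to 8.40 of the others. An effect at the probes of 1 probe set, such as a sequence variant, is a candidate explanation. The comparison cannot weigh it against less CNNM3 transcript, because the other probe set did not follow the brighter one elsewhere either. It had 8.22 in fetus 303 and 8.28 in fetus 313, where the brighter one had 9.43 and 7.49. No sequence was examined and no biological explanation was tested.

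KDM6A and EIF2S3 each had 1 probe set whose values fell in separate clusters, with the same fetuses in the lower one. These probe sets were picked from all 30 with a gap over 0.3 of the range and a range of at least 1, after their values were seen. Their names are those of the annotation, and whether they read these genes or related ones was not tested. The study lists the 10 fetuses of the lower cluster as female and the other 14 as male, so the split follows the listed sex. This match was seen after the clusters, and no test was run on it. KDM6A values in the lower cluster were 5.27 in fetus 272, 5.0 in 281, 4.60 in 307, 4.76 in 311, 5.50 in 338, 5.27 in 340, 4.51 in 370, 5.34 in 376, 5.02 in 377 and 5.04 in 384. The other 14 fetuses had 8.55 (274), 8.10 (283), 7.63 (297), 8.25 (303), 8.26 (312), 8.27 (313), 8.38 (320), 8.30 (324), 8.20 (327), 8.44 (329), 8.04 (352), 7.94 (355), 8.35 (360) and 8.10 (363). EIF2S3 had 4.10 (272), 4.58 (281), 4.22 (307), 4.53 (311), 3.95 (338), 4.62 (340), 4.23 (370), 4.64 (376), 4.30 (377) and 4.71 (384) in the lower cluster. In the other 14 it had 7.74 (274), 6.68 (283), 6.76 (297), 7.38 (303), 7.04 (312), 6.79 (313), 7.72 (320), 7.01 (324), 6.97 (327), 7.06 (329), 6.81 (352), 7.52 (355), 7.88 (360) and 7.28 (363). Of the other probe sets, 3 more split low in the same 10 fetuses, 3 split high in them and 22 split the fetuses in other ways, among them those of EPYC, COX6C and GHITM. On the second component, which held 11.3% of the variance, fetus 376 had the lowest score, -23.4. It had the lowest score in 10 of 24 lists, among them glycolysis (-0.33), oxidative phosphorylation (-0.31), endoplasmic reticulum stress (-0.22) and endothelium (-0.21). Its array also had the highest median and lower quartile and the lowest upper quartile, and the second component moved with the hybridisation controls (r = 0.555, rho = 0.610), so these scores are not read as a trait of the fetus.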
